A study of Drosophila melanogaster with 3 samples. Its data were reported in "Autocrine insulin pathway signaling regulates actin dynamics in cell wound repair" (2020).

How the data were processed

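Gene expression was measured in syncytial Drosophila embryos that had been wounded with a laser and in embryos handled in the same way without wounding. Embryos aged 0 to 1 h were dechorionated by hand and placed in halocarbon oil, and were frozen 30 min after wounding. They carried a fluorescent actin reporter. According to the study's methods, 30 ug of total RNA of each condition was converted to amino-allyl labelled cDNA, coupled to Cy3 or Cy5, and both were hybridised together to a spotted array of fly cDNA clones. The 3 arrays analysed here belong to 3 experiments, which the labels number 3, 4 and 5. Each array held wounded and unwounded RNA of one experiment. Wounded RNA was in Cy3 and unwounded RNA in Cy5 on all 3 arrays, so that a difference between the dyes cannot be separated from a difference between the conditions.

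The deposited table holds 1 log2 ratio per probe and array, which the authors made from scanned spot intensities. Per the methods, spots near background, dim in both channels or marked as questionable were removed, the ratios of both channels were log2 transformed, and each array was loess normalized in limma. Loess removes any trend of the ratio with brightness and sets the bulk of the ratios near 0, so that a shift shared by most transcripts could not be seen. Spot intensities were not used here, so the brightness behind each ratio is unknown, and the number of arrays limits the precision. The table had 12144 probes, with 96, 269 and 148 empty cells in experiments 3, 4 and 5, and the arrays' medians were 0.0004, -0.0132 and 0.0088. Ratios were also listed for 47, 24 and 78 of the 128 plant control spots, with an SD of 1.09, 1.03 and 1.67, against 0.378, 0.345 and 0.362 for gene spots. Ratios of these control spots were thus more spread than those of gene spots, and whether the control spots are dim is not known. All 160 control spots, including 32 of fly genomic DNA, were left out of the tests.

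The direction of the ratio is not stated in the table. A plain ratio of Cy5 over Cy3 would be unwounded over wounded. The deposited sign was read as wounded over unwounded, because the genes that the study's main text names as raised and as lowered had positive and negative values, respectively. Of 12 such raised genes that were tested, 12 were above 0, and of 13 lowered genes, 13 were below 0. This direction is likely but rests on the study's own lists, which are then no independent evidence of it. With the opposite reading, every direction given here turns around.

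Probes were named through the platform's annotation table, with symbols updated through gene identifiers to NCBI RefSeq's Release 6 gene table, which was used only for names and for which genes neighbour each other. A single symbol was found for 9917 probes, of which 9746 were matched by gene identifier, 22 by symbol and 138 by synonym, and 11 kept the platform's name. Another 625 probes had several symbols, and 1442 had none. Probes of one gene were averaged on each array, and probes with several symbols or none were kept as features of their own. The test used the 10183 features with a value on all 3 arrays, made up of 8177 named genes, 609 probes of several genes and 1397 unnamed probes. More than 1 probe was averaged for 1301 genes.

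The study's methods name limma, a false discovery rate and a 1.5-fold minimum. Averaging of probes and the model were chosen here. The mean log2 ratio was tested against 0 in limma (version 3.58.1, R 4.3.3) with an intercept-only model and moderated variances, two-sided, with Benjamini-Hochberg adjustment. A feature was called at an adjusted p under 0.05 and a change of at least 1.5-fold. The 28 gene lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined, except where a test is said to have been chosen later. Fisher's exact tests of the share of called list members were not among these fixed tests, and they treat genes as independent. Lists with at least 3 tested members were compared with all other features by camera with a preset correlation of 0.01, two-sided, and adjusted over the 28 lists. These 28 include the lists of the study's most raised and most lowered genes, which were chosen on these samples. Counting them can lower the adjusted p of the other lists. Named genes were the 12 largest rises and 12 largest falls among called genes with the same sign on all arrays, up to 4 called members per list (or the 2 with the smallest p, given as values), the most raised and most lowered genes in the study's main text, and genes the study followed. Outside this rule, Kr, sna, term, halo, scw, Mdr49, gt, salm, bcd, osk, Elba3, SNCF and hll were named once the values were known. On simulated data with the spread of the 10183 features, 200 of which were shifted, 77.6%, 91.0% and 97.0% of those shifted by 0.75, 1 and 1.5 were called, and 5.35% of the calls were features without a shift. In 20 simulated sets without any shift, at most 1 feature was called. In simulated data camera found a list of 45 features that was shifted by 0.3 and did not call an unshifted list. The simulated features were drawn independently, so this does not show how the preset correlation behaves where genes are correlated.

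The alternatives tried were features with a value on at least 2 arrays, arrays centred on their medians or scaled to the same spread, array weights, leaving out each array in turn, each probe on its own, robust variances, other thresholds, named genes only, the opposite sign, and for lists an estimated correlation, fry, and probes of several genes. Bootstrap intervals and random draws used 10000 resamples (Python 3.11.15, numpy 2.4.6). Nothing in the labels says how the embryos of the experiments were pooled, and p-values measure only the spread between these 3 arrays. Intervals from resampling genes cover the spread between genes and not between arrays.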

Results

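Transcript levels in laser-wounded embryos were compared with those in unwounded embryos 30 min after wounding, to find genes whose expression changes while a single large cell, the syncytial embryo, repairs its cortex. There was 1 group of 3 two-colour arrays, from experiments 3, 4 and 5, and each array gave the log2 ratio of wounded over unwounded for 10183 genes and probes. Positive values are taken as higher in wounded embryos, which is the likely direction of the deposited ratio. Values are given as mean log2 ratio ± SD (n = 3).

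The early zygotic gene list was shifted upward in wounded embryos, with 12 of 45 tested members called higher, and the list of maternal and germ plasm RNAs downward, with 4 of 39 called lower. Neither shift passed camera with an estimated correlation between genes (adjusted p = 0.685 and 0.524). That test passed 0 of the 28 lists, not even the study's most raised and most lowered genes, which were chosen on these samples. With 3 arrays it thus cannot decide whether correlated genes account for the shifts. Of the 10183 features, 66 were called higher and 171 lower. Among named genes, 44 were higher and 123 lower. The strongest rise was that of ImpL2, which encodes a secreted protein that binds insulin-like peptides, at 1.36 ± 0.41, or 2.57-fold. The strongest fall was that of Cyp6a19, a cytochrome P450, at -1.39 ± 0.24, or 2.62-fold lower. The median change of the called features was 1.88-fold for rises and 1.62-fold for falls. Of all features tested, 50.3% had the same sign on all 3 arrays, against a chance share of 25%. Gene-specific dye bias can also give the same sign on all arrays, since the dyes were not exchanged on any of them. The calls lay close to the threshold, with limma adjusted p from 0.0365 to 0.0493. No feature was called after the arrays were scaled to the same spread (smallest adjusted p 0.0620), or after any 1 of the 3 arrays was left out.

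**Figure D1:**
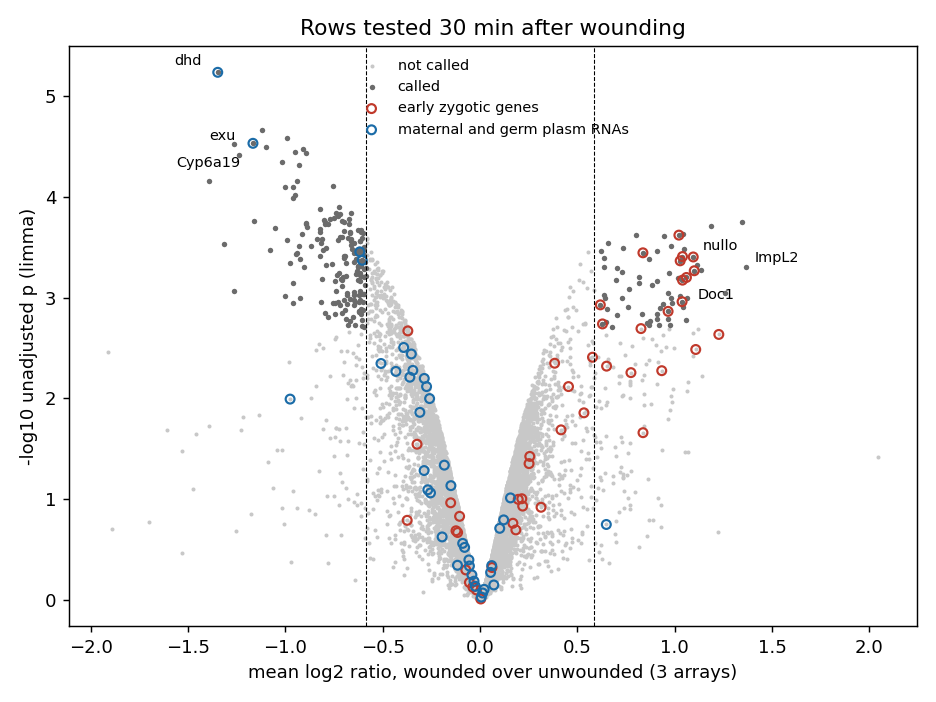
Mean log2 ratio of wounded over unwounded embryos over 3 arrays (x axis) against -log10 of the unadjusted limma p (y axis), one point per gene or probe. Dark points are the 66 features called higher and the 171 called lower, circles mark members of the early zygotic list (red) and of the maternal and germ plasm list (blue), and dashed lines mark a 1.5-fold change; 12 red circles lie among the rises and 4 blue ones among the falls.

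The 12 largest rises were led by ImpL2, geko (1.19 ± 0.26), CG43693 (1.13 ± 0.33) and Egfr, the epidermal growth factor receptor (1.11 ± 0.31). They also included dpn, a basic helix-loop-helix repressor of neural precursors (1.10 ± 0.32), nullo (1.09 ± 0.29) and Sry-alpha (1.04 ± 0.36), which both act in cellularization of the blastoderm, and Inx3, a gap junction innexin (1.06 ± 0.36). Further members were the T-box gene Doc1 (1.06 ± 0.32), Tom of the Bearded family (1.04 ± 0.32), the protease gene tld of the dorsal patterning system (1.04 ± 0.27) and atilla (1.04 ± 0.38). Adjusted p-values of these 12 genes were between 0.0365 and 0.0419. Of these 12 genes, 10 had their smallest value in experiment 4, for example nullo with 0.76 against 1.27 and 1.26 in experiments 3 and 5.

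Of 45 tested members of the early zygotic list, genes transcribed from the embryo's own genome before and during cellularization, 12 rose, none fell and 33 did not pass the test. Adjusted over the list alone, 19 passed. Members to which the annotation gives no probe, such as ftz, sc and slp1, are not among the 45. Probes with the identifiers ftz (1.06 ± 0.41) and sc (0.98 ± 0.23) were tested as unnamed probes and were called higher. Besides dpn, nullo, Doc1, Tom, tld and Sry-alpha, the gap gene Kr (1.02 ± 0.23), the mesoderm regulator sna (1.03 ± 0.28), term, halo, scw and Mdr49 rose. These made up 26.7% of the list, against 0.394% of the 8132 other named genes (Fisher's exact test, two-sided, adjusted p = 8.14e-17). The list's median log2 ratio was 0.42, with 0.60, 0.31 and 0.44 in experiments 3, 4 and 5, and the list stood higher than other genes (camera, adjusted p = 1.87e-08; adjusted p = 0.685 with an estimated correlation). Members did not move alike. The gap gene gt had -0.12 ± 0.14 and the head gene salm -0.37 ± 0.59, neither of which passed. Of the 45 members, 4 are among the 16 most raised genes that the study's main text lists. The other 41 had a median of 0.31, and 10 of them rose, as computed after seeing the data; they can include genes that the study called but did not list there.

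**Figure D2:**
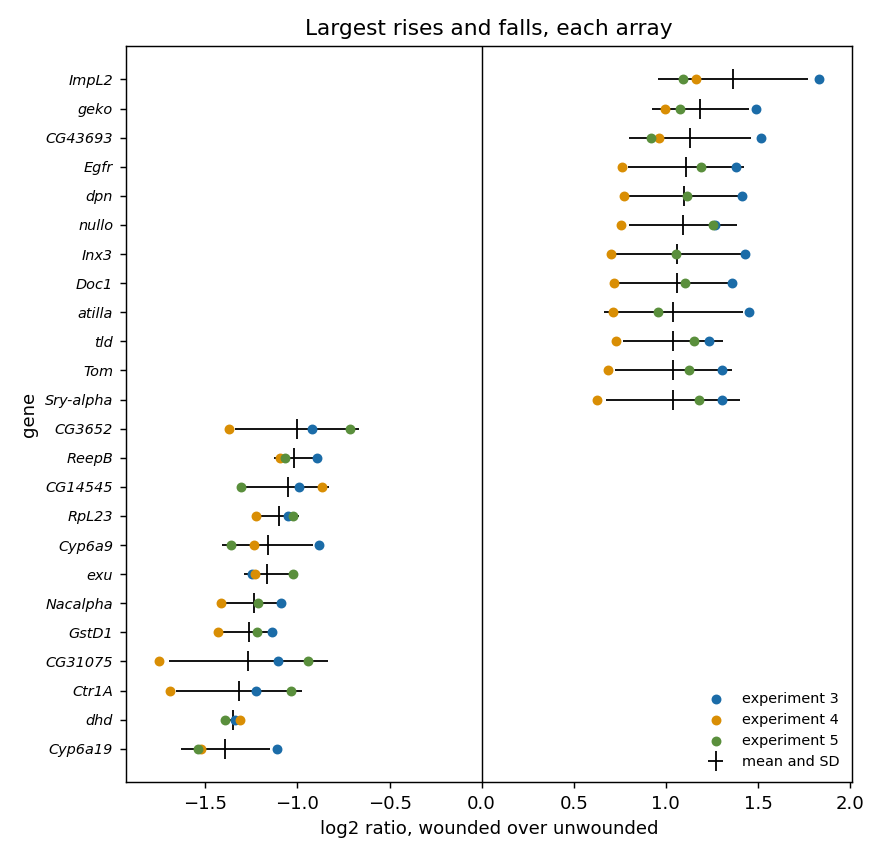
Log2 ratio of wounded over unwounded embryos (x axis) for the 12 largest rises and 12 largest falls among called genes (y axis). Coloured points are the 3 arrays, vertical ticks their mean and horizontal lines the SD; all points of the rises lie above 0 and all points of the falls below 0, from ImpL2 at 1.36 to Cyp6a19 at -1.39.

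Among the falls, dhd, a thioredoxin of the female germ line, was the fall with the smallest SD among the 12 largest, at -1.35 ± 0.04, and exu, which is needed to localise bicoid RNA, had -1.17 ± 0.12. With vas, a helicase of the germ plasm (-0.62 ± 0.09), and del, a factor of the germ line's small RNA pathway (-0.61 ± 0.10), they were the 4 of 39 tested maternal and germ plasm RNAs that fell. None of that list rose, 35 did not pass, and 5 fell when adjusted over the list alone. The median was -0.18, with -0.20, -0.20 and -0.10 in experiments 3, 4 and 5 (camera, adjusted p = 8.9e-05; adjusted p = 0.524 with an estimated correlation). Of the members that did not pass, bcd had 0.16 ± 0.12 and osk -0.29 ± 0.04. Without dhd and exu, which are among the 16 most lowered genes that the study's main text lists, 2 members were called.

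Of 23 tested glutathione transferases 4 fell, namely GstD1 (-1.26 ± 0.15), GstD4 (-0.99 ± 0.05), GstE6 (-0.89 ± 0.17) and GstD3 (-0.80 ± 0.17), which is above their share among other named genes (Fisher's exact test, two-sided, adjusted p = 0.00323), while the median of the list was -0.0013 (camera, adjusted p = 0.226). Of 60 cytochrome P450 genes, Cyp6a19 and Cyp6a9 (-1.16 ± 0.25) fell, a share that did not differ from that of other named genes (Fisher's exact test, two-sided, adjusted p = 0.709). The study's main text gives the value of the GstD4 probe to GstD2, for which no probe is named here; the annotation names GstD4. These genes belong to families of related sequence, and cDNA clones of related genes can cross-hybridise. The peroxisome and redox list had 5 falls among 40 members, 3 of which were the transferases GstD1, GstD4 and GstE6 and 1 was dhd. This share of falls was also above that of other named genes (Fisher's exact test, two-sided, adjusted p = 0.00323), while the list as a whole did not pass (camera, adjusted p = 0.226). Pex11 of this list has no probe named for it and was not counted. The study's main text lists it as lowered, at the value that unnamed clone RE39562 had here (-1.08 ± 0.27, called lower).

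Other large falls were those of the copper transporter gene Ctr1A (-1.32 ± 0.34), Nacalpha of the nascent polypeptide-associated complex (-1.24 ± 0.16), the ribosomal protein gene RpL23 (-1.10 ± 0.11), the membrane protein gene ReepB (-1.02 ± 0.11), CG31075 (-1.27 ± 0.43), CG14545 (-1.05 ± 0.23) and CG3652. RpL23 was the 1 member of 35 cytosolic ribosomal proteins to fall, and the median of that list was -0.0009 (camera, adjusted p = 0.914). Of 19 glycolytic and sugar enzymes, Tpi (-0.97 ± 0.26) and Pgi (-0.80 ± 0.12) fell, and the list was lower than other genes (median -0.13, adjusted p = 0.00848; adjusted p = 0.685 with an estimated correlation). Heat shock proteins and chaperones had a median of -0.19 over 23 members, of which Hsp26 fell (-0.94 ± 0.11), and the list was lower (adjusted p = 2.17e-05; adjusted p = 0.685 with an estimated correlation). Cell cycle and replication genes had a median of -0.11 with no called member among 26 (camera, adjusted p = 0.0447, and 0.696 with an estimated correlation). This list no longer passed without experiment 3 or without experiment 4 (adjusted p = 0.0825 and 0.130). Its unadjusted camera p was 0.0144, and its pass rests on the study's own lists being counted in the adjustment.

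Genes of cell contacts were shifted upward. The list of septate and gap junction and adhesion genes had a median of 0.18 over 21 members (adjusted p = 4.69e-05; adjusted p = 0.685 with an estimated correlation); Inx3 was its called member, and 4 were called when adjusted over the list alone. The Notch and neurogenic list had 1 called member of 9, dpn, and a median of 0.19 (camera, adjusted p = 0.0447, and 0.696 with an estimated correlation). It did not pass without experiment 3 (adjusted p = 0.0774) or with each probe on its own (adjusted p = 0.102). Its unadjusted camera p was 0.0143, and its pass also rests on the study's own lists being counted in the adjustment.

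The study followed the insulin pathway and the actin cytoskeleton in wound repair. Apart from the rises of ImpL2 and Thor, its insulin pathway evidence came from knockdown or mutant phenotypes, a membrane lipid reporter and antibody staining. Of 23 tested insulin and TOR pathway genes, ImpL2 rose and 22 did not pass. The list's median was -0.07 and its mean 0.01 (camera, adjusted p = 0.791). In the annotation used here, 16 of the list's 39 members have no probe named for them and are not in these counts. They include Thor, a translation repressor, and Ilp4 and Pi3K21B, which the study followed. The study's main text lists Thor as raised, at the value that unnamed clone HL08053 had here (1.26 ± 0.43, called higher). The receptor gene InR had 0.24 ± 0.20, chico 0.16 ± 0.09, Akt -0.33 ± 0.13, foxo -0.19 ± 0.12, REPTOR -0.22 ± 0.20 and the actin regulators Girdin and chic 0.16 ± 0.10 and -0.12 ± 0.15, with adjusted p from 0.0960 for Akt to 0.385 for chic. Of 44 actin, myosin and cell wound repair genes, 1 rose, which was nullo, and the median was 0.01 (camera, adjusted p = 0.915). Of the 65 members of that list, 20 have no probe named for them, among them Act5C, sqh, zip, Rho1, Rac1 and Cdc42. In the list of tissue wound, JNK and immune genes, Egfr and egr, a tumour necrosis factor (0.64 ± 0.13), rose and the receptor gene PGRP-LE fell (-0.70 ± 0.21), with a median of 0.05 over 28 members (adjusted p = 0.575). Of 17 calcium signalling genes none was called (adjusted p = 0.914); CanB2 had -0.49 ± 0.21 and CanB -0.41 ± 0.17.

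**Figure D3:**
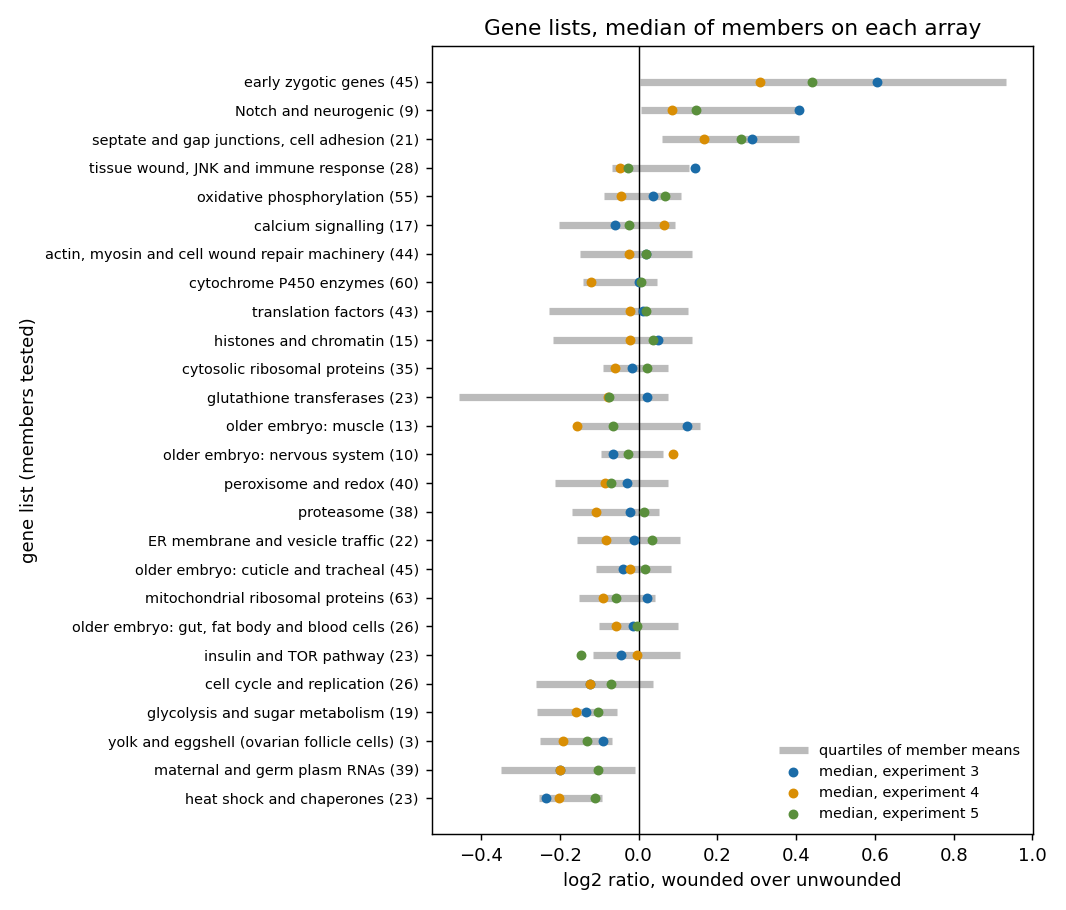
Median log2 ratio of wounded over unwounded embryos (x axis) of each gene list fixed beforehand (y axis, members tested in brackets), with coloured points for the 3 arrays and grey bars for the quartiles of the members' mean ratios. The lists of the study's most raised and most lowered genes are not shown. Of the lists shown, the early zygotic list lies highest, with medians of 0.60, 0.31 and 0.44 in experiments 3, 4 and 5.

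Markers of tissues that form later in embryogenesis did not pass. Over the 4 lists for muscle, nervous system, cuticle and trachea, and gut, fat body and blood cells, 94 markers were tested and 0 were called in limma, with a median of -0.02. The lists' camera adjusted p was 0.982 for muscle and 0.915 for the others. The smallest p-values in these lists were those of Zasp52 (-0.18 ± 0.11), elav (-0.34 ± 0.17), Cpr47Ee (-0.19 ± 0.02) and NimC1, for which 1 of 3 probes differed from the others. The 3 tested yolk and eggshell genes had a median of -0.15 (adjusted p = 0.508), with Yp1 at -0.35 ± 0.33.

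The remaining lists did not pass as a whole in camera with all 3 arrays. Mitochondrial ribosomal proteins had 1 rise, mRpS34 (0.88 ± 0.27), and 1 fall, mRpL38 (-0.71 ± 0.18), among 63 members (camera, adjusted p = 0.226; adjusted p = 0.943 with an estimated correlation). Without experiment 3 the list passed as lower with the preset correlation (adjusted p = 0.0396). A further probe of mRpS34, empty in experiment 4, had -1.25 and 1.18 in experiments 3 and 5; with features on at least 2 arrays mRpS34 had a mean of 0.53 and was not called (limma, adjusted p = 0.278). Single members fell in oxidative phosphorylation (UQCR-6.4, -0.61 ± 0.16; adjusted p = 0.914 for the list), the proteasome (Rpn11, -0.66 ± 0.01; adjusted p = 0.253) and histones and chromatin (E(z), -0.71 ± 0.24; adjusted p = 0.915). Among translation factors eIF2beta (-0.66 ± 0.10) and eIF3j (-0.66 ± 0.09) fell (adjusted p = 0.686), and among genes of the ER membrane and vesicle traffic ReepB and Sec61beta (-0.65 ± 0.22) fell (adjusted p = 0.791). The cytochrome P450 list had an adjusted p of 0.575. In 8 of the 28 lists, the median or the mean had another sign than the test, and 0 of these 8 passed.

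The genes that the study's main text lists as most raised and most lowered were chosen on these samples and are no independent evidence of direction. Of its raised genes 12 were tested and 7 rose here, and 11 passed when adjusted over the list alone. Dtg (1.23 ± 0.53), Ama (1.11 ± 0.52) and danr (1.09 ± 0.54) were as large as the called rises but had adjusted p of 0.0527, 0.0612 and 0.0656. The probes of jbug disagreed, with means of 0.21, 1.07 and -0.41. Of its lowered genes 13 were tested and 12 fell, and 13 passed when adjusted over the list alone; the remaining gene, CG4960, had -0.68 ± 0.61. The genes not tested are Thor, CG10035, P32, Pex11 and GstD2, which have no probe named for them, Gp150, whose probe names several genes, and link, whose probe is empty on an array. The camera adjusted p was 3.67e-10 for the raised list and 1.7e-13 for the lowered list (adjusted p = 0.685 and 0.524 with an estimated correlation).

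The arrays correlated across the 10183 features with Pearson's r = 0.390 between experiments 3 and 4, 0.498 between 3 and 5, and 0.315 between 4 and 5. Genes are not independent replicates, and these values describe the arrays without a test.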

Values the study reported

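The study reported 253 genes with changed expression 30 minutes after wounding at a false discovery rate of 0.05, of which 80 were up-regulated and 173 down-regulated. For ImpL2 it listed a log2 fold change of 1.363, and for geko 1.187. It stated that samples were replicated 4 times at each time point. The fold changes given above for ImpL2 and geko equal, to the digits listed, the means of the 3 arrays analysed here.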

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

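The test without the genes the study's main text lists was chosen after seeing the data. Of 70 named genes, 70 kept their direction in the settings run for them, which leave aside the opposite reading of the sign. The 43 called among them had the same sign on all 3 arrays, so their means could hardly turn. The calls, in contrast, depended on the settings. With arrays scaled to the same spread, limma called 0 features, 0 higher and 0 lower (2546 had an unadjusted p under 0.05), and 0 members of the early zygotic, maternal and insulin lists; the cause was not tested. The test against a 1.5-fold change also called 0 (118 with an unadjusted p under 0.05). Leaving out 1 of the 3 arrays gave 0 to 0 calls in either direction and in each of the 3 lists, with 1473, 2446 and 1675 features at an unadjusted p under 0.05 without experiment 3, 4 and 5. With no minimum fold, 410 features were called, 322 of them lower. At an adjusted p under 0.10, 319 were called, 115 of them higher, and 64.0% of the calls were lower, against 72.2%. The opposite sign gives 171 higher and 66 lower. The remaining settings gave 173 to 261 calls. With features on at least 2 arrays 207 calls were shared with the 237, with centred arrays 236, and with array weights 228.

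Among 70 named genes, 43 lost their call with arrays scaled to the same spread and when any 1 array was left out, and 3 and 4 lost it with at least 2 arrays and with each probe on its own. Their mean ratios stayed at 98.0% to 103% of their size with scaled arrays, and at 80.2% to 120% with 1 array left out, where 2 arrays leave the test little room. Array weights brought 5 more past the threshold. The early zygotic list kept its adjusted p under 0.05 in each leave-one-out run, and without the genes the study's main text lists (1.23e-06). With an estimated correlation it had an adjusted p of 0.685 and the maternal list 0.524, and 0 lists were shifted up and 0 down. The lists of the study's genes, chosen on these samples, did not pass either, so this setting had little power with 3 arrays. The maternal list lost its pass although its estimated correlation, -0.0224, was below the preset 0.01. With fry, which does not compare a list with other genes, the zygotic list had an adjusted p of 0.10, 0 lists were shifted up and 2 down, and in either direction 24 of 28 lists passed, the insulin list with 0.00794. Without the listed genes, 0 insulin and 2 maternal members were called. Correlations between arrays moved by less than their spread with Spearman's coefficient and with each pair's own features.

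The test is paired by design, since each array holds wounded and unwounded RNA of one experiment, and no further block can be fitted to 1 group of arrays. The planned tests of gene length and chromosome arm were not run, because the reference table is of another build (Release 6) than the one the study names for gene size and was used only for names and for the order of genes. Brightness over background was not used here and limits how far dim spots can be trusted.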

Other observations

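The tests on developmental stage, on experiment 4 and on neighbours without gene families were chosen after the result was seen. Unnamed probes held 52 of the calls, 20 higher and 32 lower. The largest, singled out after their values were seen, were the rises of clone Duke_24 (1.35 ± 0.31) and clone HL08053 (1.26 ± 0.43) and the fall of clone RE20434 (-1.12 ± 0.09), none of which is paired with a gene in the annotation used here. The 52 calls include rises of probes with the identifiers ftz (1.06 ± 0.41) and sc (0.98 ± 0.23), which are names of early zygotic list members. Other unnamed probes may also be clones of list members, so the 52 calls could change the counts of the lists. The called rises also held Elba3 (0.98 ± 0.34), SNCF (0.96 ± 0.31) and hll (1.02 ± 0.35), which are on none of the lists. Of 1301 genes with more than 1 probe, 42 had at least 1 probe called on its own, 10 had every probe called, and 0 had probes called in opposite directions.

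Higher levels of early zygotic genes in wounded embryos have several candidate explanations. RNA of much older embryos in the wounded samples is argued against by the 94 markers of later tissues, whose median was -0.0192 (95% bootstrap interval -0.0599 to 0.0090). A hypothesis is that the wounded embryos were further along in development, by age at collection or by progress after wounding. Although normalization would hide a fall shared by most transcripts, the prediction set for it was a lower level of maternal RNAs too. Their median was -0.184 (interval -0.287 to -0.0548), and that of zygotic genes without those the study's main text lists 0.313 (0.184 to 0.618), so the maternal fall was in the predicted direction but its interval reached above the bound set for it, and the hypothesis stays open, as does induction of these genes by wounding. Gene-specific dye bias cannot be told apart from an effect of wounding, since 0 arrays had the dyes exchanged.

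Experiment 4 showed smaller rises. Over 272 features with a 1.5-fold rise in the mean of experiments 3 and 5, experiment 4 kept 22.2% of the mean ratio (95% interval 13.3 to 30.7), and over 237 features with such a fall it kept 73.3% (62.4 to 84.8). These features were selected on experiments 3 and 5, so that noise there lowers the share kept. Among features past 1.5-fold in both experiments, experiment 4 kept 43.3% of the rises (122 features) and 79.2% of the falls (124 features), and of the early zygotic list it kept 49.9% and of the maternal list 83.2%. The difference of 51.1 percentage points (37.4 to 65.6), or 36.0 (20.8 to 52.0) with both experiments past 1.5-fold, argues against a compression of the whole array. Between the 2 lists alone the difference was 33.3 points (-27.3 to 88.3), which does not decide it. In experiments 3 and 5, set against their own partners, rises were kept at 102% and 68.9% and falls at 63.3% and 44.1%. A smaller difference in developmental stage in experiment 4 may also be considered. The prediction set for it was a smaller fall of maternal RNAs, which normalization could hide as well. The median of maternal RNAs in experiment 4 differed by -0.0355 from that in the mean of the other 2 experiments (-0.148 to 0.116), which leaves this explanation open.

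Whether genes changed in the same direction lie next to each other more often than chance was tested as a hypothesis. Among called genes, 5 pairs that neighbour each other on a chromosome changed in the same direction, all of them lower, against a mean of 1.31 in 10000 random draws (permutation p = 0.0103). The pairs were CG5776 with spict, Nadk2 with Boot, Cyp6a19 with Cyp6a9, nopo with CG5721, and GstD3 with GstD4. In 2 pairs both genes belong to one family, where related sequences may bind the same cDNA. Set against the same draws, which still counted family pairs, the 3 other pairs gave a permutation p of 0.147. Since family pairs were left out of the count but not of the draws, this does not decide whether the excess rests on them.

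The number of called features cannot be set against chance by turning arrays. There are 4 ways to turn the sign of 1 array or none, too few for a share under 0.05, and 1 of them gave as many calls. The real arrangement gave 237 and the highest of the others 0.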
